# Altered Molecular Expression of the TLR4/NF-κB Signaling Pathway in Mammary Tissue of Chinese Holstein Cattle with Mastitis

**DOI:** 10.1371/journal.pone.0118458

**Published:** 2015-02-23

**Authors:** Jie Wu, Lian Li, Yu Sun, Shuai Huang, Juan Tang, Pan Yu, Genlin Wang

## Abstract

Toll-like receptor 4 (TLR4) mediated activation of the nuclear transcription factor κB (NF-κB) signaling pathway by mastitis initiates expression of genes associated with inflammation and the innate immune response. In this study, the profile of mastitis-induced differential gene expression in the mammary tissue of Chinese Holstein cattle was investigated by Gene-Chip microarray and bioinformatics. The microarray results revealed that 79 genes associated with the TLR4/NF-κB signaling pathway were differentially expressed. Of these genes, 19 were up-regulated and 29 were down-regulated in mastitis tissue compared to normal, healthy tissue. Statistical analysis of transcript and protein level expression changes indicated that 10 genes, namely TLR4, MyD88, IL-6, and IL-10, were up-regulated, while, CD14, TNF-α, MD-2, IL-β, NF-κB, and IL-12 were significantly down-regulated in mastitis tissue in comparison with normal tissue. Analyses using bioinformatics database resources, such as the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis and the Gene Ontology Consortium (GO) for term enrichment analysis, suggested that these differently expressed genes implicate different regulatory pathways for immune function in the mammary gland. In conclusion, our study provides new evidence for better understanding the differential expression and mechanisms of the TLR4 /NF-κB signaling pathway in Chinese Holstein cattle with mastitis.

## Introduction

Mastitis is the persistent inflammatory response of mammary tissue attributed to intra-mammary invasion of pathogens [1]. Many different microbial and environmental factors can induce mastitis, so, it is important to understand the mechanisms controlling the immune response at the molecular level [2]. A better understanding of the molecular events and transition periods in response to different pathogens [1] would provide mechanistic insight into the physiological changes that render the mammary gland more susceptible to mastitis. This, in turn, would fuel the development of better preventative measures and bioinformatics-based approaches for data mining [3].

Toll-like receptor 4 (TLR4), a pattern recognition receptor, plays an important role in the induction of the inflammatory response by recognizing exogenous pathogen-associated molecular patterns and endogenous ligands [4, 5]. Activation of TLR4 is linked to the expression of pro-inflammatory cytokines and the activation of nuclear factor kappa B (NF-κB) signaling pathways in several cell types [6, 7]. It was reported that TLR4 expression positively correlates with the levels of tumor necrosis factor-α(TNF-α) and interleukin-6 (IL-6) in models of myocardial ischemia-reperfusion rats [8]. In dairy cattle, increased NF-κB activity was found in the milk and intra-mammary epithelial cells of mastitis-affected cows. The binding of lipopolysaccharide (LPS) to TLR4, in complex with CD14 and LY96 (Lymphocyte antigen-96; also known as MD-2), initiates TIR (Toll/IL1 Receptor) domain intracellular signaling through adaptor molecules, predominantly myeloid differentiation actor 88 (MyD88) [9]. This TLR4 and MYD88 signaling results in the activation of downstream kinases, leading to the degradation of IKB, which frees NF-κB to translocate to the nucleus. There, it binds κB sites in the promoter region of genes encoding pro-inflammatory cytokines, including IL-1B and IL-6 [10]. Gilbert et al. [11] found that bovine mammary epithelial cells (bMEC) respond differently to various pathogenic stimuli. Crude LPS from *Escherichia coli* was associated with an NF-κB and Fas signaling pathway, while the response to *Staphylococcus aureus* culture supernatant (SaS) was associated with an AP-1 and IL-17A signaling pathway. Sipka et al. [12] investigated the effect of intra-mammary treatment with cephapirin, alone or in combination with prednisolone, on gene expression profiles in mastitis experimentally-induced by *E.coli* in Holstein Friesian cows. They found that both treatments resulted in down-regulation of gene transcripts involved in chemokine and TLR-signaling pathways compared to challenged, untreated quarters. TLR4, which detects LPS from the cell wall of gram-negative bacteria and initiates the MyD88-IKK-NF-κB pathway response, is well established as an important cell surface receptor for the inflammatory response [13, 14]. TLR4 regulation of LPS activates the MyD88-dependent pathway (mediated by TLR–IL-1 receptor domain containing adapter protein/TIRAP), leading to the rapid activation of NF-κB, which induces the production of various pro-inflammatory cytokines [15]. In addition, Zheng et al. [16] found that thymol could reduce the internalization of *Staphylococcus aureus* into bMEC by inhibiting NF-κB activation and down-regulating the mRNA expression of tracheal antimicrobial peptide (TAP) and β-defensin (BNBD5). In the present study, we compared the gene expression of several key molecules involved in TLR4 activation and the NF-κB signaling pathway in mammary tissue from Chinese Holstein cattle with and without mastitis. The results presented help facilitate deeper insight into the specific regulatory mechanisms of bovine mastitis.

## Material and Methods

### 1. Tissue Samples

RNA samples were isolated from the mammary tissue of adult Chinese Holstein cows during late lactation with (n = 3) and without (n = 3) mastitis. The cows were received total mixed ration (TMR) premix. The Chinese Holstein cows without mastitis were not use of antibiotics, while the cows with mastitis were use. All of the cows were not injected with recombinant bovine somatotropin (rBST). Pathological changes indicating clinical mastitis were signs of udder inflammation, including dolor, rubor, change of color, and visibly abnormal milk containing flakes. The presence or absence of clinical mastitis was established by somatic cell count (SCC), the California mastitis test (CMT), and hematoxylin-eosin staining of mammary gland tissue (S1 Appendix). The experimental protocol used in this study was approved by the Ethics Committee of NanJing Agricultural University, China, and was performed in accordance with the Animal Care and Use Statute of China. Mammary tissue was collected within 10–20 min after slaughter, and was frozen in liquid nitrogen until RNA extraction. Tissue was carefully segregated using ophthalmology tweezers and scalpels to avoid contamination.

### 2. RNA isolation

Total RNA was extracted using Trizol reagent (Invitrogen, Carlsbad, USA) according to the manufacturer’s protocol. The absorbance values at 260 and 280 nm were obtained to assess RNA concentration and purity in the samples. RNA integrity was assessed by electrophoresis on 2% agarose gels (m/v).

### 3. Microarray assay

Gene chip analysis of the Bovine Genome Array was performed by an outside service provider (LC-Bio. CO., LTD). Total RNA from the tissue specimens was individually hybridized with gene chips. Briefly, in the first-strand cDNA synthesis reaction, 10 mg total RNA was used for reverse transcription using a T7-oligo (dT) promoter primer. Then, the double–stranded cDNA was synthesized from the first-strand cDNA using RNase H. After purification of the resulting DNA, an in vitro transcription reaction using the MEGA Script T7 Kit (Ambion, Inc., USA) produced biotin-labeled cRNA. After the cRNA was cleaned and fragmented, it was hybridized to the probe array at 45°C for 16 h. Thereafter, the probe array was washed and stained on the Fluidics Station, and the microarrays were scanned using a GeneChip Scanner 3000 (Affymetrix). The Affymetrix Micro Array Suite 5.0-Specific Terms GCOS version 1.4 was used for quantity analysis of the hybridization. The gene expression levels that had ≥2-fold difference between normal and mastitis tissue were checked and further analyzed. The Molecule Annotation System (http://david.abcc.ncifcrf.gov/) was used to analyze the differentially expressed genes using the Kyoto encyclopedia of genes and genomes (KEGG) public pathway resource and the Gene Ontology (GO) consortium. The microarray data has been deposited in the Gene Expression Omnibus database (accession number: GSE62845).

### 4. Real-time reverse transcription-polymerase chain reaction (RT-PCR)

RT-PCR was performed to confirm the microarray results. Total RNA was extracted from normal and mastitis mammary tissue, as described above, and total RNA was reverse transcribed using a Reverse Transcription Levels kit (TaKaRa, Dalian, China) according to the manufacturer’s protocol. The expression levels of 10 genes were measured. The house keeping gene 18S rRNA was used as an endogenous control.18s rRNA is stable in all cases and low regulation by external influence, so the background is more stable when in RT-PCR. Studies have shown that 18s rRNA has previously been used as reference genes for qPCR with stimulated MEC [17, 18]. The 18s rRNA gene has previously been found suitable as reference genes for bovine cells and tissues [19]. Primers were designed using Primer Premier 5.0 and are shown in Table 1. RT-PCR was performed with SYBR Premix Ex Taq (TaKaRa Biotechnology Co., Ltd., Japan). The reaction solution was prepared on ice, and consisted of: 10 μL of 2×SYBR Premix Ex Taq, 0.8μL of PCR Forward Primer (10 μM), 0.8μL of PCR Reverse Primer (10 μM), 0.4 mL of 50×ROX Reference Dye, 2 μL of cDNA (100 ng μL^-1^), and dH2O to a final volume of 20 μL. The reaction mixtures were incubated in a 96-well plate at 95°C for 30 s, followed by 40 cycles of 95°C for 5 s, 60°C for 30 s and 72°C for 30 s. All reactions were performed in triplicate. The gene expression levels were analyzed with the 2^-ΔΔCT^ method.

**Table 1:** Primer sequences for RT-PCR.

Gene name	NCBI Accession number	Product size (bp)	Primer Sequence (5’-3’) Sense/antisense
IL-6	NM_173923.2	153	TGCTGGTCTTCTGGAGTATC
			GTGGCTGGAGTGGTTATTG
IL-1β	NM_174093.1	264	CGTCTTCCTGGGACATTTTCG
			GTCTGAGGATGGGCTCTGGG
MD-2	AB072456.1	276	ACCGTTTGGTACGACTACTGTGAT
			CCTGAAGGAGAATTGTATTGTTGTG
NF-kB	XM_005226181.1	249	AAGAGAAGATGGGGAAAGGCTG
			CGTCGGCAAATGAGAAGTAGTG
IL-12	AJ308426.2	238	ATTTATGTTCAGCATGGTCACTCC
			CAGTGTACAGGTGGGTGTCTCG
LBP	NM_001038674.2	108	TCAAGGGCATCACCAT
			GCACCTCCACATCACG
CD14	NM_174008.1	109	ACCACCCTCAGTCTCCGTAA
			GTGCTTGGGCAATGTTCAG
MyD88	NM_001014382.2	177	GCAGCATAACTCGGATAAA
			CAGACACGCACAACTTCA
TLR4	NW_003103900.1	166	TCCCACATCCTCGGTTCCC
			TCCATCCCAAGCCATCCCT
TNF-a	NM_173966	175	ACCCAGCCAACAGAAGC
			CCAGACGGGAGACAGGA
18S rRNA	NM_174841.2	116	TCCAGCCTTCCTTCCTGGGCAT
			GGACAGCACCGTGTTGGCGTAGA
IL-10	NM_174088	110	GCCACAGGCTGAGAACC
			TTTCACTGCCTCCTCCAGAT

### 5. Protein isolation and Western blotting

Total protein was extracted from normal and mastitis tissue using the Nuclear and Cytoplasmic Protein Extraction Kit (thermo) according to the manufacturer’s instructions. Protein was transferred onto polyvinylidene fluoride membranes and blocked overnight in 5% BSA in Tris-buffered saline with Tween 20 at 4°C. Membranes were incubated for 2 h at room temperature with the appropriate primary antibody. After three 15-min washes in Tris-buffered saline with Tween20, membranes were incubated with an appropriate secondary antibody conjugated to horseradish peroxidise diluted 1:1000 in block solution for 2 h. After three washes, blots were developed with ECL substrate using the Western Blotting Detection System (Amersham Life Science,UK).

### 6. Statistical analysis

All data were obtained from one independent experiment carried out in triplicate. The fold changes of genes between healthy and mastitis cows were calculated using fold Change = 2^−ΔΔCt(mastitis-healthy)^ = 2 ^−(ΔCt(mastitis)−ΔCt(healthy))^ [20]. Data are presented as mean + SEM, main and interactive effects were analyzed by the independent-samples t-test using SPSS16.0 software. P< 0.05 was considered statistically significant.

## Results

### 1. Differentially expressed genes

After quantifying all hybridization spots, the signal intensity was plotted logarithmically. 

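The files hold signals of 1 array of mastitis mammary tissue and 1 array of normal mammary tissue, both read in a single colour (Cy3) on the same slide in the same scan. The paper gives 3 cows per group and describes hybridization of each specimen on its own. Its text does not name the cow behind either array. With 1 array per condition, no difference between the arrays has a replicate check, and no p-value is given for any gene. The file headers name an Agilent bovine oligonucleotide array read with GenePix Pro 6.1, the submitters' processing notes name Agilent Feature Extraction, and the methods name an Affymetrix chip. Each array had 45220 spots with 43653 different probes for genes and 153 negative control spots. The authors' scanner software subtracted the mean of the negative controls from every spot and did no scaling between arrays. A probe was taken as well above background when its net signal lay more than 2.6 SD above the mean of the negative controls and the scanner software had found the spot. This held for 70.2% of the probes on the mastitis array and 67.0% on the normal array, and 27877 probes of 12471 genes were measured on both. The net signals of the 2 arrays had a Spearman correlation of 0.95 across all probes, which are not replicates. Each array was divided by its 75th percentile, a net signal of 210 for mastitis and 128 for normal, and the log2 ratio of a gene is the mean over its measured probes of mastitis minus normal. The pooled SD of the log2 ratio was 0.16 over replicate spots of 42 probes and 0.44 over different probes of a gene. These SDs are technical and do not cover differences between cows. The median log2 ratio of all measured genes was -0.15 and became 0.08 when the arrays were scaled on the spike-in probes, so gene lists are described relative to all genes. Folds depend on the processing: with the normexp setting, 21 of the 86 named genes that were at least 2-fold apart were within 2-fold. What in that setting moved them was not tested. The authors' deposited table of log2 values was not used for the main values. Across probes its mastitis column had a Spearman correlation of 0.10 with the scanner signal of the probe named in the same row and of 1.00 with that of the next probe in the sorted list.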

Fig. 1 shows the scatter plot of microarray signals from normal and mastitis tissue. The expression levels of many genes differed between groups. 

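The genes of milk synthesis were far lower on the mastitis array than on the normal array. Of 16 measured milk protein genes, 15 were at least 2-fold lower and none was higher. The mucin GLYCAM1 was 2475-fold lower from a single probe, PAEP, which encodes beta-lactoglobulin, was 1648-fold lower, and the casein genes CSN2 and CSN1S2 were 184-fold and 174-fold lower. LALBA, which encodes alpha-lactalbumin, a part of the lactose synthase, was not well above background on the mastitis array and was at least 11847-fold lower there. The SD over probes of the log2 ratio was 3.50 for PAEP (2 probes), 2.21 for CSN2 (5 probes) and 0.28 for CSN1S2 (5 probes), so the sizes for the first 2 of these are rough. Of 25 genes of milk fat synthesis, 14 were at least 2-fold lower and none was at least 2-fold higher. Among them were the desaturase gene SCD (27.6-fold lower, SD of the log2 ratio 0.39, 6 probes), FADS1 (7.47-fold) and ACSS2 (6.98-fold). Of 19 genes of lactose and secretory function, 10 were at least 2-fold lower, such as the transcription factor gene ELF5 (4.65-fold, SD 0.01, 2 probes) and B4GALT1, the catalytic subunit of the lactose synthase (3.46-fold, SD 0.10, 4 probes). The medians of these 3 lists were -3.88, -1.12 and -1.02 on the log2 scale, each below all of 10000 random lists of the same size matched on expression. Markers of luminal epithelial cells were also lower, with a median of -0.40 and 5 of 23 at least 2-fold lower, a list set apart at the 0.91 percentile but not with unmatched random lists or the mean. The other genes among the 10 with the lowest ratios were GP2, KLK5, SLC16A13, FABP3, FGFBP1 and NEUROD1, which were between 419-fold and 89.0-fold lower. At the other end stood IGFBP1, which encodes a binding protein of insulin-like growth factors (19.1-fold higher), the cytochrome gene CYP1A1 (13.1-fold), the haemoglobin genes HBB (11.6-fold) and HBG (7.06-fold), the macrophage-secreted CD5L (9.06-fold), GALNT15 (7.72-fold), NEFM, HES6, LILRA4 and PAMR1 (5.40-fold). All of these but HBG (3 probes) rested on a single measured probe. Several were dim on the normal array, where the threshold was 8.74. Net signals there were 11 for IGFBP1 and NEFM, 15 for HES6, 16 for CYP1A1, 18 for GALNT15 and 21 for PAMR1. Those of HBB, LILRA4 and CD5L were 54, 54 and 56. KRT2, a keratin of the epidermis, was well above background on the mastitis array alone and at least 67.2-fold higher there, and the next bounds in that direction were SPHKAP (9.68), HBE4 (8.67), GCNT2 (4.81) and ADAMDEC1 (3.32). CDH16, LRP2BP, ALOX15 and NUDT11 had bounds of 306, 203, 56.0 and 45.1 in the other direction. In all, 286 genes were at least 2-fold higher and 1136 at least 2-fold lower on the mastitis array. These counts were 552 and 743 with spike-in scaling, 474 and 4149 without the filter on dim probes, 2524 and 331 without scaling, which turns the balance, and 119 and 429 with the normexp background correction, with which GLYCAM1 and PAEP were 573-fold and 523-fold lower, GP2 77.0-fold, NEUROD1 17.9-fold and SCD 16.4-fold lower, HBB 6.65-fold higher, IGFBP1 4.22-fold higher, CYP1A1 3.75-fold higher and NEFM within 2-fold. The normexp correction also left CSN2 118-fold, CSN1S2 127-fold, FADS1 4.88-fold and ACSS2 4.52-fold lower. With it CD5L was 5.70-fold, GALNT15 2.70-fold, PAMR1 2.12-fold and HES6 2.07-fold higher.

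**Figure D1:**
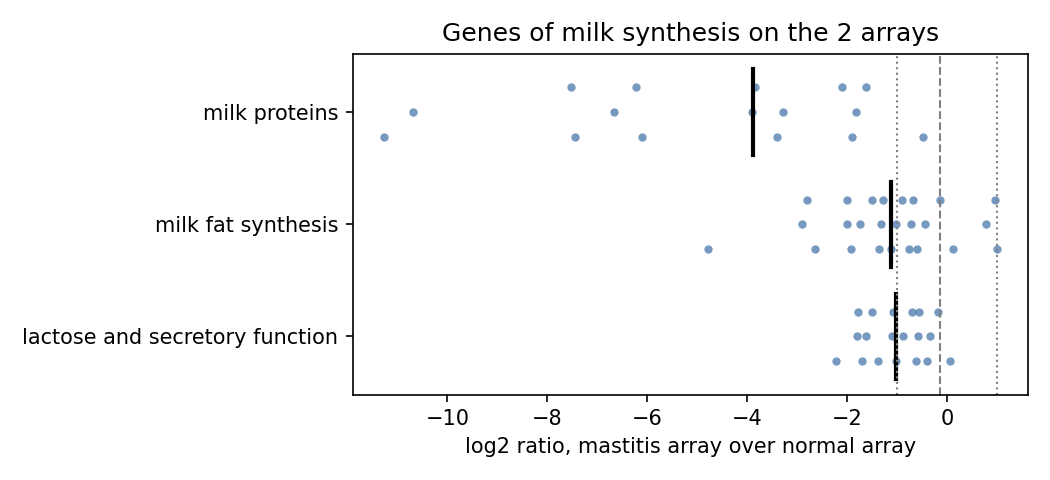
Log2 ratio (horizontal axis, mastitis array over normal array) of each measured gene in 3 lists of milk synthesis genes. Points are genes, spread vertically for legibility, solid bars are list medians (-3.88, -1.12 and -1.02), the dashed line is the median of all genes (-0.15), and dotted lines mark 2-fold. The milk protein genes reach -11.27, and no gene of the 3 lists lies at or above the 2-fold line on the right.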

Microarray data analysis indicated that 79 genes associated with the TLR4/NF-kB signaling pathway were differentially expressed (P < 0.01) (Fig. 2). 

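Genes of the Toll-like receptor pathway differed little between the 2 arrays, and those that did were mostly lower on the mastitis array. Of 76 measured genes of the pathway, 1 was at least 2-fold higher, 12 were at least 2-fold lower and 63 were within 2-fold. LBP, which carries lipopolysaccharide to its receptor, was 9.93-fold lower on the mastitis array (SD of the log2 ratio 0.25, 5 probes). The chemokine genes CXCL11 and CXCL8 were 9.38-fold and 7.78-fold lower (SD 0.10, 2 probes, and SD 0.90, 3 probes), and the adapter gene TICAM1 was 5.33-fold lower from a single dim probe. The list had a median log2 ratio of -0.28, at the 0.94 percentile of random lists matched on expression. It was no longer among the lowest 2.5% with the brightest probe of each gene, unmatched random lists or a net signal of at least 50. Of 18 genes of the lipopolysaccharide receptor complex and the MyD88 branch, 2 were at least 2-fold lower (LBP and the inhibitory receptor gene SIGIRR, 3.25-fold, SD 1.34, 2 probes) and 1 was at least 2-fold higher (CD180, 3.08-fold). Of 21 subunits and regulators of NF-kB, 2 were at least 2-fold lower and none was at least 2-fold higher, with TNFAIP2 2.73-fold lower and MALT1 1.51-fold higher (SD 0.44, 4 probes). Of 29 target genes of NF-kB, 11 were at least 2-fold lower and 1 was at least 2-fold higher. Their median of -0.36 stood at the 2.81 percentile, and those of the MyD88 branch and of the NF-kB subunits, -0.34 and -0.22, stood at the 7.40 and 24.1 percentiles. The NF-kB targets were among the lowest 2.5% with quantile normalization (0.51 percentile), without the filter on dim probes (0.01) or with the mean (0.05), and the MyD88 branch was so with the normexp correction (1.9). With the normexp correction CXCL11 and CXCL8 were 2.33-fold and 2.81-fold lower, TICAM1, CD180 and TNFAIP2 were within 2-fold, and MALT1 was no longer higher. The pathway list was written from textbook knowledge and shares 46 genes with Table 2, which the study chose on these samples.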

Comparison of the two groups revealed that 19 genes from the TLR4/NF-kB signaling pathway were up-regulated (≥2 fold), whereas, 29 genes were down-regulated in mastitis tissue (≥2 fold) (Table 2).

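Most genes of Table 2 were measured at similar levels on the 2 arrays. Of the 19 genes listed as up-regulated, 17 were measured on both arrays and none was at least 2-fold higher or lower on the mastitis array. TLR4, the receptor of lipopolysaccharide, had a log2 ratio of -0.037 (SD 0.30, 3 probes), with median net signals of 123 on the mastitis array and 78 on the normal array before scaling. The adapter gene MYD88 had a log2 ratio of -0.47, the kinase gene IRAK1 -0.81 and the nucleic acid receptor gene TLR7 -0.093, each from a single measured probe. The highest of the 17 was IL6ST, a subunit of the IL-6 receptor, at 0.28 (SD 0.04, 3 probes). TLR9 and MAPK10 were not well above background on either array. Of the 29 genes listed as down-regulated, 25 were measured on both arrays and 3 were at least 2-fold lower. These were CXCL11 with a log2 ratio of -3.23, FOS, a subunit of AP-1, with -1.34 (SD 0.31, 3 probes), and the kinase gene IKBKE with -1.10. CD14, the co-receptor of TLR4, had a log2 ratio of -0.77 (SD 0.51, 3 probes), NFKB1 -0.22 (SD 0.01, 2 probes), TNF -0.53 and MAPK14 -0.25 (SD 0.37, 2 probes). The inhibitor gene NFKBIA, at 0.47 (SD 0.02, 4 probes), and TLR3, at 0.37 (SD 0.14, 2 probes), were the highest of the 25. IFNW1, IL12A and TLR1 were not well above background on either array, and IFNAC was well above background on the mastitis array alone. In total 39 of the 42 measured genes were within 2-fold. The sign of such small ratios depends on the scaling. Of the 17 genes listed up, 4 were above 0 here, 9 with spike-in scaling and 16 without scaling. Of the 25 listed down, 20 were below 0 here and 6 without scaling. The count of 3 genes at least 2-fold lower was 1 with the normexp correction or without scaling (CXCL11) and 2 with median or spike-in scaling (without IKBKE). It was 5 with the brightest probes and 6 without the filter on dim probes. With normexp together with quantile normalization, added after the data were seen, it was 0. The paper counts the genes that changed at least 2-fold in each direction, and its closing text states that genes of this pathway are expressed differently in mastitis tissue.

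**Figure D2:**
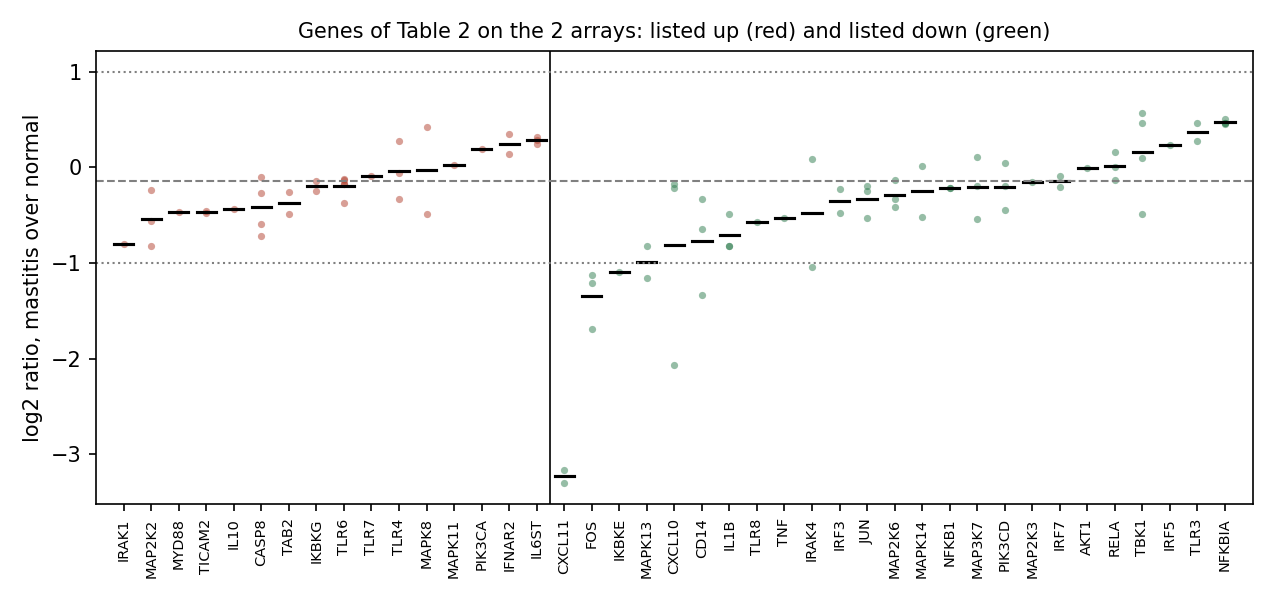
Log2 ratio (vertical axis, mastitis array over normal array) of 41 genes of Table 2 measured on both arrays, with 16 listed as up-regulated on the left in red and 25 listed as down-regulated on the right in green. Points are probes, bars are gene means, the dashed line is the median of all genes (-0.15), and dotted lines mark 2-fold. The bars on the left lie between -0.81 and 0.28, and 3 bars on the right, those of CXCL11, FOS and IKBKE, lie below the lower 2-fold line.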

**Fig 1:**
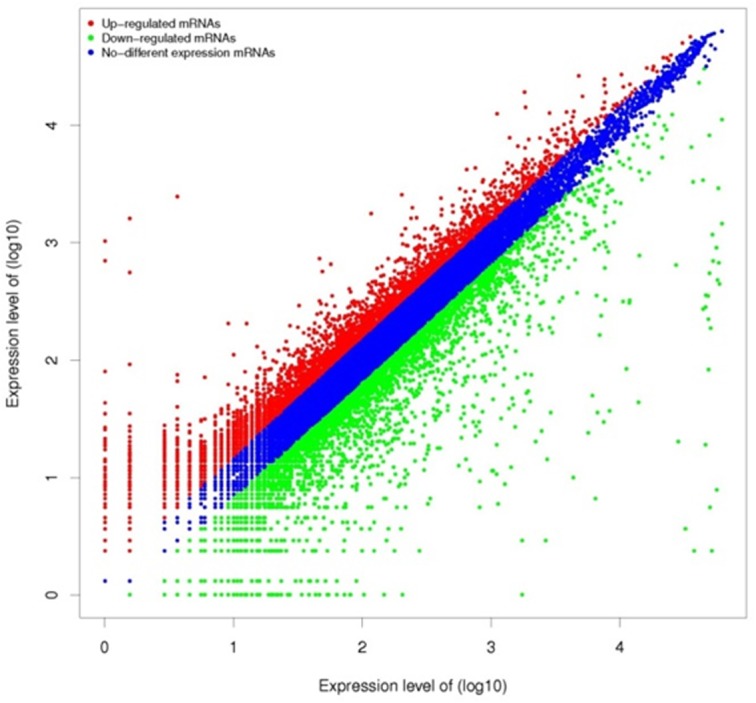
Log-Log Scatter Plot of normal and mastitis mammary tissues. Red replaces higher expressed genes in mastitis tissue. Green replaces the higher expressed genes in normal tissue.

**Fig 2:**
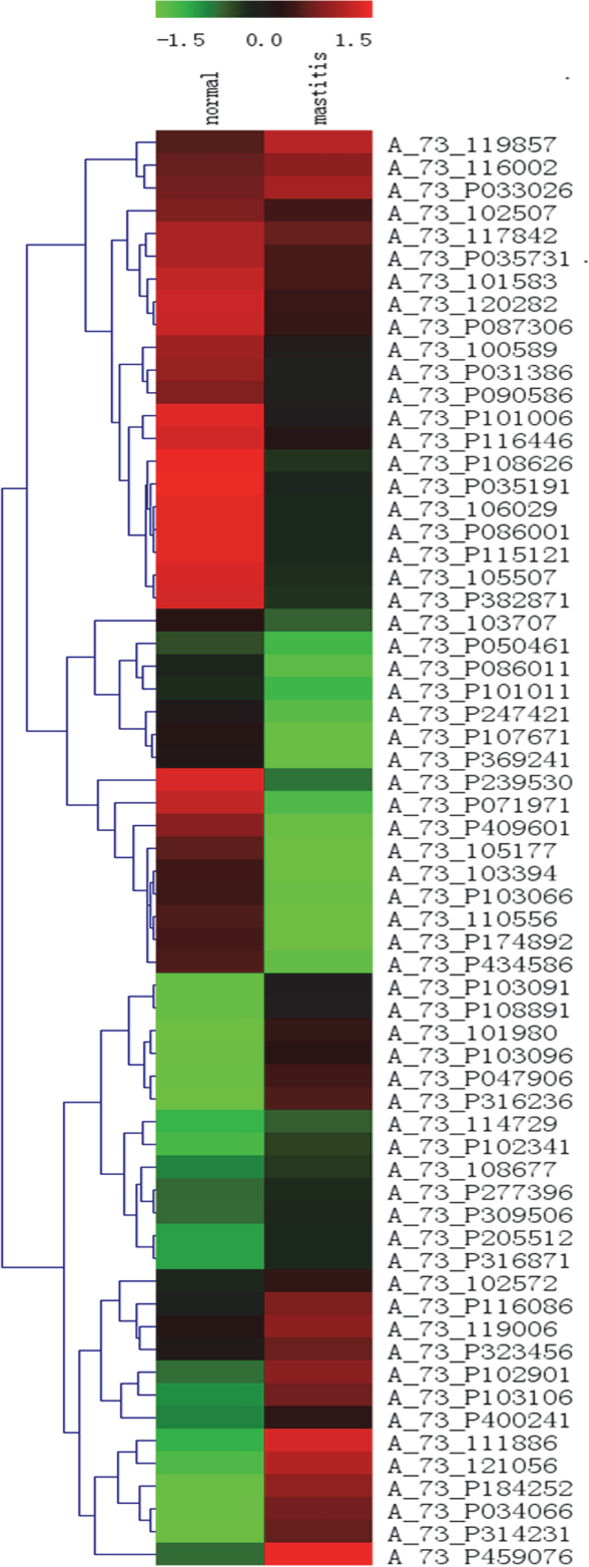
Analysis of 79 differently expressed genes of TLR4/ NF-kB signaling pathway in normal and mastitis mammary tissues (*P*<0.01). The microarray heat map demonstrates the log2 ratio of gene signal difference between normal and mastitis tissues. Up-regulated genes are shown in red, while down-regulated genes are shown in green. The left column on the figure represents the level of expression in normal mammary tissue, while the right column represents the level of corresponding gene expression in mastitis mammary tissue.

**Table 2:** Differentially expressed genes in mastitis mammary tissues with respect to normal mammary tissues.

Gene symbol	Representative public ID	Normal	Mastitis	Fold-change [log2(m/n)]
Up-regulated genes in mastitis mammary tissues				
TICAM2	NM_001046456	8.05	9.35	1.30
PIK3CA	NM_174574	4.63	5.96	1.33
STAT1	NM_001077900	0.65	2.06	1.41
IL10	NM_174088	10.06	11.55	1.49
IKBKG	NM_174354	-6.64	-4.98	1.66
MAPK11	NM_001080335	-6.64	-4.98	1.66
IFNAR2	NM_174553	2.48	6.85	1.77
TLR6	NM_001001159	2.48	3.32	1.78
CASP8	NM_001045970	-1.41	0.40	1.81
TAB2	NM_001192372	-1.41	0.40	1.81
MAPK8	NM_001192974	1.65	4.29	2.75
MAP2K2	NM_001038071	-1.41	2.06	3.47
MAPK10	NM_001083728	-1.41	2.48	3.90
MyD88	NM_001014382	-4.98	1.25	6.23
TLR9	NM_183081	-6.64	0.40	7.04
IRAK1	NM_001040555	-4.98	2.58	7.56
TLR4	NM_174198	-6.64	2.19	8.83
TLR7	NM_001033761	-6.64	2.58	9.22
IL6ST	XM_600430	-1.41	0.40	1.81
Down-regulated genes in mastitis mammary tissues				
CD14 molecule	NM_174008	2.48	-4.98	-7.47
CXCL11	CK959898	1.87	-4.98	-6.86
MAPK14	NM_001102174	1.87	-4.98	-6.86
TLR3	NM_001008664	0.65	-4.98	-5.63
MAP2K3	NM_001083693	9.31	3.84	-5.47
NFKB1	NM_001076409	11.56	7.84	-3.72
IFNAC	NM_174085	-1.41	-4.98	-3.57
IFNW1	NM_174351	-1.41	-4.98	-3.57
MAP2K6	NM_001034045	-1.41	-4.98	-3.57
TLR8	NM_001033937	-1.41	-4.98	-3.57
CXCL10	NM_001046551	6.49	2.98	-3.51
IRF5	NM_001035465	3.79	0.40	-3.40
TNF	NM_173966	7.72	5.00	-2.72
IL12A	CB168830	5.96	3.54	-2.42
AKT1	NM_173986	3.32	1.25	-2.07
RELA	NM_001080242	5.21	3.32	-1.89
IRF7	NM_001105040	11.28	9.46	-1.82
IKBKE	NM_001046345	2.19	0.40	-1.79
NFKBIA	NM_001045868	5.40	3.66	-1.74
TLR1	NM_001046504	4.78	2.58	-1.65
JUN	NM_001077827	5.40	4.25	-1.54
TBK1	NM_001192755	5.79	3.32	-1.45
MAPK13	NM_001014947	5.96	4.82	-1.38
IL1B	NM_174093	7.43	6.14	-1.29
MAP3K7	NM_001081595	5.79	4.51	-1.29
PIK3CD	NM_001205548	12.65	11.45	-1.19
FOS	NM_182786	1.54	0.40	-1.15
IRAK4	NM_001075998	3.19	2.06	-1.13
IRF3	NM_001029845	3.62	2.58	-1.04

### 2. Results of GO and KEGG analyses

In order to clarify the different biological patterns of the two groups, genes of the TLR4/NF-kB signaling pathway were individually analyzed by GO and KEGG, with criteria for significance set at P< 0.01.

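Genes of the MAPK and JNK cascades were measured at close levels on the 2 arrays. Of 55 measured members, 2 were at least 2-fold higher on the mastitis array, 4 were at least 2-fold lower and 49 were within 2-fold. The scaffold gene MAPK8IP2 was 2.94-fold lower, while the phosphatase gene DUSP10 was 2.51-fold higher, each from a single probe, and the stress gene GADD45A was 2.38-fold higher with 2 probes at the same ratio. The list had a median log2 ratio of -0.24, at the 10.5 percentile of random lists. Genes of ribosomal proteins, which serve protein synthesis, had a median of -0.45 with all 32 measured members within 2-fold, and RPLP0 had the lowest ratio, -0.75 (SD 0.05, 6 probes). With the normexp correction MAPK8IP2 and DUSP10 were within 2-fold, and without the filter on dim probes the list was among the lowest 2.5% (1.67 percentile). The ribosomal list stood at the 3.26 percentile, and was among the lowest 2.5% with the brightest probe of each gene, with unmatched random lists or without the filter on dim probes.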

GO analysis (Fig. 3A) showed that the up-regulated genes in the mammary tissue from healthy cows were largely associated with: MAPKKK cascade, protein kinase cascade, JNK cascade, macromolecule biosynthetic process, cellular biosynthetic process, macromolecule metabolic process, etc. 

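Genes of the inflammatory response were lower on the mastitis array or within 2-fold of the normal array, with few higher. Of 14 measured acute phase genes, 4 were at least 2-fold lower and none was at least 2-fold higher. The fibrinogen chain gene FGG was 19.6-fold lower from a single probe, and C3, the central component of complement, was 6.82-fold lower (SD of the log2 ratio 0.19, 10 probes). The serum amyloid gene SAA2 was 2.01-fold lower with probes that differed widely (SD 1.00, 2 probes). Of 27 genes of antimicrobial peptides and proteins, 9 were at least 2-fold lower and 2 at least 2-fold higher. The beta-defensin genes LAP and TAP were 20.4-fold and 19.5-fold lower and the lactoperoxidase gene LPO 14.3-fold lower, each from a single probe, whereas DEFB, of the same defensin family, was 3.41-fold higher (SD 0.05, 2 probes). Of 20 complement genes, 4 were at least 2-fold lower, among them CFB of the alternative pathway (4.43-fold, SD 0.14, 4 probes), and 3 were at least 2-fold higher. Of 23 neutrophil markers, 9 were at least 2-fold lower and none was at least 2-fold higher, with CXCR1, a receptor of CXCL8, 17.0-fold lower and the elastase gene ELANE 11.8-fold lower. The medians were -0.80 for acute phase genes (0.01 percentile), -0.39 for antimicrobial genes (1.8), 0.17 for complement (98.6) and -0.08 for neutrophil markers (65.8). The antimicrobial list was no longer set apart with the normexp background correction, unmatched random lists or a net signal of at least 50, nor the complement list with normexp, the mean or no filter on dim probes, while the neutrophil list was among the lowest 2.5% with the mean (0.60 percentile). With normexp FGG was 9.99-fold, C3 4.46-fold, CFB 2.84-fold, CXCR1 was 3.09-fold, ELANE 4.89-fold and TAP 6.22-fold lower, and SAA2 was within 2-fold.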

The up-regulated genes in the mammary tissue from cows with mastitis (Fig. 3B) were mainly implicated in: MAPKKK cascade, protein kinase cascade, JNK cascade, organic substance, inflammatory response, ATP binding, adenyl nucleotide binding and adenylribo-nucleotide binding.

**Fig 3:**
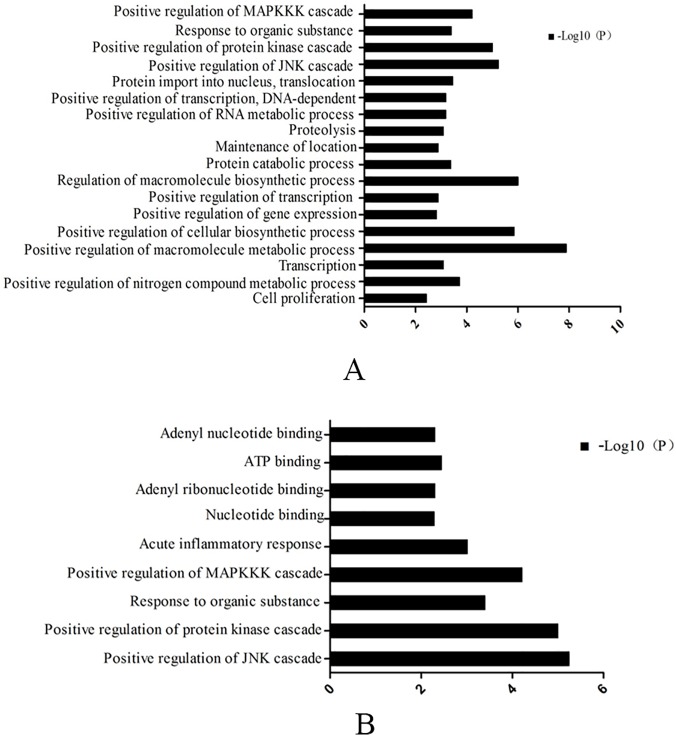
Biologial process analyzed of genes that changed two-fold ≥ 2 folds in normal (A) and mastitis mammary tissue (B) by Gene ontology analysis (P values < 0.01).

Gene expression changes that reached statistical significance were analyzed in KEGG (Fig. 4). 

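Genes of 3 of the pathways that lie beside the Toll-like receptors, and markers of T cells, were nearly all within 2-fold between the arrays. Of 17 measured genes of NOD-like receptors and the inflammasome none was at least 2-fold higher or lower. NLRC4 had a log2 ratio of 0.79 and NOD2 of -0.60, each from a single probe. Of 28 genes of RIG-I-like receptors and cytosolic DNA sensing, 2 were at least 2-fold lower and none was at least 2-fold higher. The exonuclease gene TREX1 was 2.96-fold lower (SD of the log2 ratio 0.11, 2 probes), and RIGI itself had a log2 ratio of 0.52. Of 33 apoptosis genes, 2 were at least 2-fold lower, one of them BID, which encodes a pro-apoptotic protein (2.25-fold, SD 0.26, 3 probes), and TNFSF10 had a log2 ratio of 0.98 (SD 0.61, 2 probes). All 28 measured markers of T and NK cells were within 2-fold, and the log2 ratios of CD2 and CD5 were -0.99 and 0.84. The medians of the 4 lists, in this order, were -0.15, -0.035, -0.19 and 0.034, at the 38.9, 73.6, 18.1 and 97.0 percentiles of random lists. With the normexp correction RIGI turned to 2.12-fold lower, NLRC4 to -0.030 and BID was within 2-fold, as BID was with spike-in scaling. The measured RIGI probe had net signals of 251 on the mastitis array and 107 on the normal array. The cause of its turn was not tested. Spike-in scaling raised all log2 ratios by the same amount (median of all genes 0.08 in place of -0.15). This takes NLRC4, CD5 and TNFSF10 past the 2-fold line on the higher side. The T and NK list was among the highest 2.5% with flagged spots kept, without the filter on dim probes or with the mean.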

Fig. 4A shows that up-regulated genes in healthy mammary tissue samples are associated with the following signaling pathways: GnRH, neurotrophin, T cell receptor, MAPK, Fcepsilon RI, NOD-like receptor, RIG-I-like receptor, Toll-like receptor, pancreatic cancer and apoptosis. 

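Markers of B and plasma cells went both ways between the arrays. Of 19 measured, 4 were at least 2-fold higher and 2 at least 2-fold lower on the mastitis array. The chemokine receptor gene CXCR5 was 3.05-fold higher and the kinase gene BLK 2.62-fold higher, whereas MZB1, which serves antibody secretion, was 2.42-fold lower, each from a single probe. The ratio of CXCR5 turned below 0 when dim probes were not removed, and CXCR5, BLK, MZB1 and LEP were within 2-fold with the normexp correction, CIDEA and GPD1 6.44-fold and 4.53-fold lower. Of 12 adipocyte markers, 4 were at least 2-fold lower and none was at least 2-fold higher, with the lipid droplet gene CIDEA 12.7-fold lower (SD of the log2 ratio 1.39, 3 probes), GPD1 8.09-fold lower (SD 0.82, 3 probes) and LEP, which encodes the adipocytokine leptin, 3.10-fold lower from a dim probe. The median log2 ratios of these lists were -0.27 and -0.22, at the 18.3 and 35.7 percentiles, and the adipocyte list was among the lowest 2.5% with the mean (1.73 percentile).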

The up-regulated genes in tissue samples from cows with mastitis were involved in the following pathways: neurotrophin, T cell receptor, MAPK, Fc epsilon RI, NOD-like receptor, RIG-I-like receptor, adipocytokine, chemokine, B cell, cytosolic DNA-sensing Toll-like receptor signaling pathway, pancreatic cancer and apoptosis (Fig. 4B).

**Fig 4:**
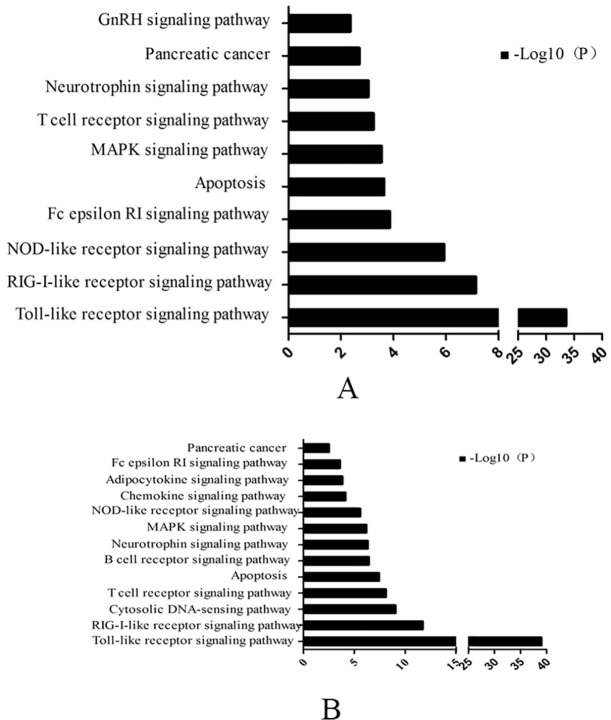
Biologial process analyzed of genes that changed two-fold ≥ 2 folds in normal (A) and mastitis mammary tissue (B) by Gene KEGG analysis (P values < 0.01).

### 3. RT-PCR

In order to validate the microarray chips results, 10 genes associated with the TLR4/NF-kB signaling pathway were analyzed using RT-PCR. As Fig. 5A shows, TLR4, MyD88, IL-6, and IL-10 expression levels were increased in mastitis tissue. On the contrary, CD14, TNF-α, MD-2, IL-1β, NF-kB, and IL-12 expression levels were decreased in mastitis tissue with respect to normal tissue. Thus, the RT-PCR results were in accordance with the gene chip findings (Fig. 5B).

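On the arrays, 8 of the genes with an RT-PCR result in the paper were measured and none of these was at least 2-fold higher or lower. LBP, which has primers in Table 1 and no RT-PCR result in the text, was more than 2-fold lower on the mastitis array. LY96, which encodes MD-2, the partner of TLR4 in binding lipopolysaccharide, had a log2 ratio of -0.70 (SD 0.15, 2 probes), and the cytokine gene IL1B of -0.71 (SD 0.19, 3 of its 4 probes). The anti-inflammatory cytokine gene IL10 had a log2 ratio of -0.43 from 1 of its 2 probes, with net signals of 180 on the mastitis array and 148 on the normal array. None of the probes of IL6, IL12A and IL12B was well above background on either array, so no fold is given for IL-6 or IL-12. Without the filter on dim probes, 2 of the RT-PCR genes were at least 2-fold apart in the direction of the paper. Among them IL1B was at -1.73, by its remaining probe with net signals of 1 on the mastitis array and 17 on the normal array. IL6, which the paper reports as higher, pointed the other way. Its 2 probes had net signals of 0 and 2 on the mastitis array and 4 and 7 on the normal array.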

**Fig 5:**
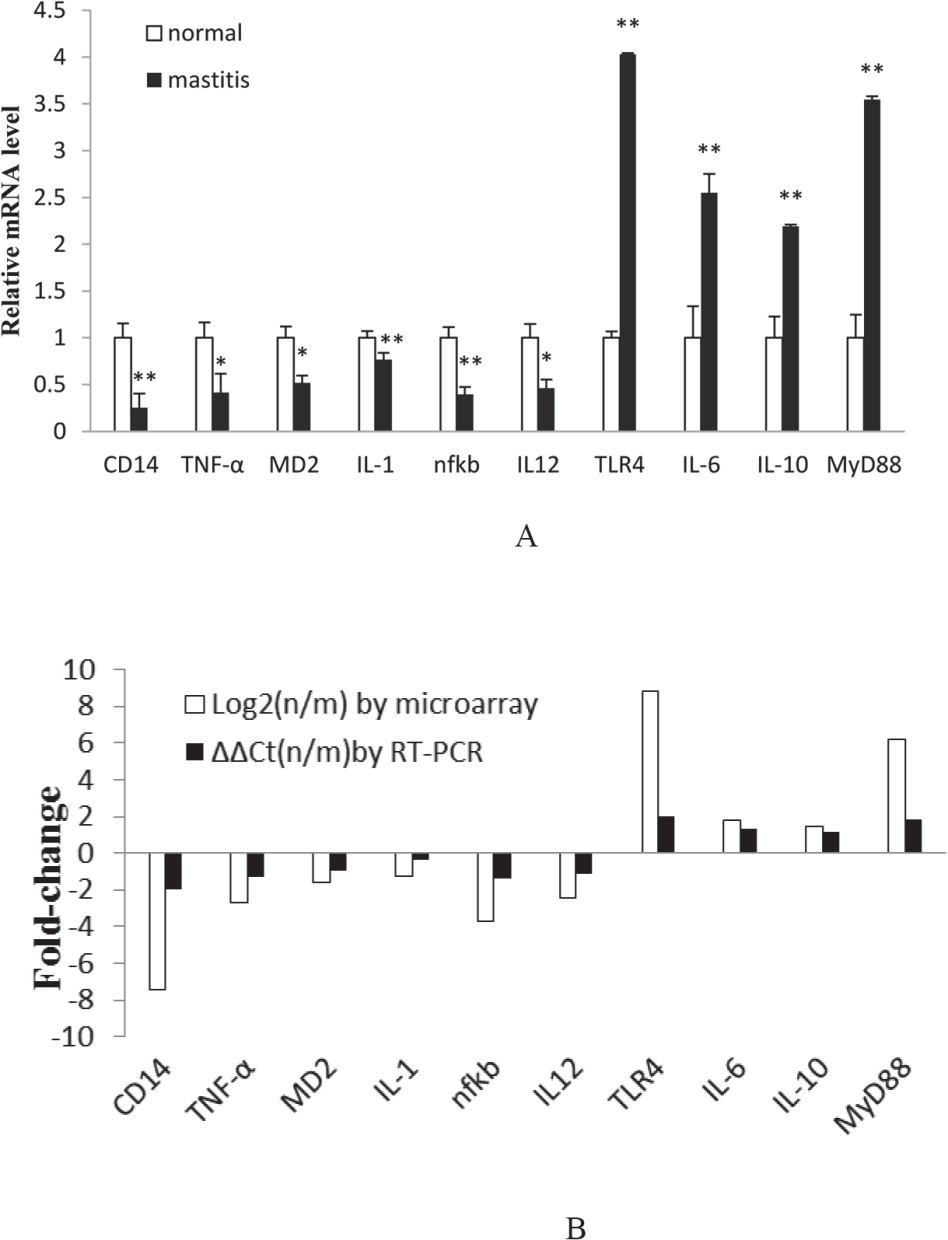
Microarray results confirmed by RT-PCR. A. RT-PCR results of genes selected. B. Comparison of RT-PCR findings to microarray results by fold-change of ten-selected genes. N = normal tissue and m = mastitis tissue. Note: a single asterisk indicates a statistical difference (*P*< 0.05), and a double asterisk indicates a statistical difference (*P*<0.01).

### 4. Western blot

To examine protein level expression changes, four molecules were measured using western blot analysis. As Fig. 6 shows, CD14, MD-2, and NF-kB protein expression was decreased in mastitis tissue. While, TLR4 protein expression was increased in mastitis tissue. The Western blot results demonstrate that the protein level expression changes are consistent with changes seen at the transcript level obtained by RT-PCR.

**Fig 6:**
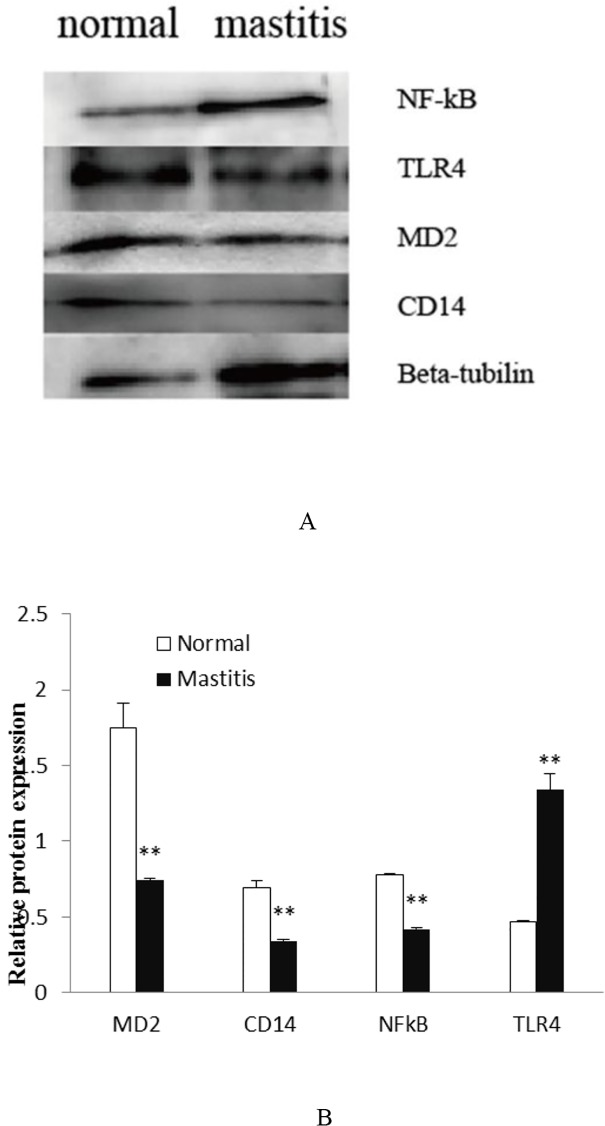
Microarray results confirmed by western blot. Note: a double asterisk indicates a statistical difference (*P*<0.01).

## Discussion

Bovine mastitis, an inflammation reaction of the mammary gland, is one of the most costly diseases in the dairy industry. Mastitis can be caused by many pathogenic bacteria, such as *E. coli, Streptococcus uberis*, and *Staphylococcus aureus*. In this study, clinical mastitis was the result of infection by gram-negative bacteria. Histological assessment of mammary gland tissue from healthy cows showed that the glandular bubble chamber was full of milk and free of hyperplasia and inflammation. The mammary glands of cows with mastitis showed cavity deformation, or were filled with vacuoles of homogeneous exudate mixed with shedding epithelial and inflammatory cells. In addition, there was acini cell degeneration, atrophy, edema, and interstitial tissue hyperplasia present.

GO biological process analysis revealed that macromolecule biosynthetic, protein catabolic and cellular biosynthetic processes gather in higher levels in healthy tissue. The KEGG results revealed that genes related to the GnRH signaling pathway were more highly expressed in healthy tissue. These results imply that there are more functional associations in healthy tissue compared with mastitis tissue.

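Genes of the GnRH signaling pathway showed no common direction between the arrays. Of 62 measured, 3 were at least 2-fold higher on the mastitis array, 2 were at least 2-fold lower and 57 were within 2-fold. The G protein gene GNAQ was 8.20-fold lower from a single probe. The genes that were higher were ITPR1, a calcium channel of the endoplasmic reticulum (3.98-fold, SD of the log2 ratio 0.12, 2 probes), and the matrix metalloproteinase genes MMP2 (4.00-fold, SD 0.44, 3 probes) and MMP14 (3.95-fold), which also belong to tissue remodelling. The list had a median log2 ratio of -0.14, at the 59.8 percentile of random lists, and was among the highest 2.5% when the mean was used. With the normexp correction GNAQ was 2.74-fold lower, MMP2 2.48-fold higher and MMP14 within 2-fold. Of its members 9 are in Table 2.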

Mastitis is a serious infective disease that causes vast economic losses in the dairy industry. Alain’s survey shows that about 40–50% of clinical mastitis is caused by E.*coli* [21]. TLR4, one of the best characterized TLRs, recognizes LPS from gram-negative bacteria [22]. Activation of TLR4 is known to result in the activation of the NF-κB signaling pathway, and finally, results in the release of pro-inflammatory cytokines [23]. NF-κB is an important transcription factor located downstream of the TLR4-mediated signaling pathway. NF-κB plays an essential role in regulating the immune response, including the gene expression of many inflammatory cytokines [24]. CD14, which is found on neutrophils and macrophages in the mammary gland, is another important pathogen receptor [25]. CD14 binds LPS-protein complexes and induces the synthesis and release of TNF-α [26]. In turn, TNF-α controls the activation of two different downstream signaling pathways, AP1 and NF-κB [27]. Hence, a deficiency in TNF-α induction may impair NF-κB activation, which could subsequently turn off an important arm of the immune defense [28]. TNF-α is the earliest primary endogenous mediator of the inflammatory process [29]. IL-1β, a subtype of IL-1, can increase TNF-α levels [30]. IL-6 is a pleiotropic cytokine produced by monocytes and macrophages that is involved in vascular inflammation [31]. Fu et al. [32] found that LPS-induced mastitis in mice results in the release of pro-inflammatory cytokines such as TNF-α, IL-1β and IL-6, which can damage mammary tissue [33,34]. IL-12 is naturally produced by dendritic cells and macrophages. It has anti-angiogenic activity, which it elicits by increasing production of IFN-γ [35]. IL-12 was reported to be significantly elevated in the mammary gland 24 hours after being experimentally infected with Staphylococcus aureus in cattle [36]. In the present study, CD14, TNF-α, MD-2, IL-1β, NF-κB, and IL-12 gene expression was decreased in tissue affected by mastitis compared to normal mammary tissue, which is consistent with suppression of NF-κB activity and pro-inflammatory cytokine production. The results indicate that these immune-related genes participate in the immune response via the NF-κB signaling pathway to combat bacterial invasion.

There are many adapter proteins that participate in TLR4 signal transduction, including MyD88. Structurally, MyD88 consists of a carboxy terminal MyD88 TIR (Toll/Il-IR) domain, amino-terminal death domain (DD), and a short linker sequence. MyD88 associates with TLR4 to form a homologous dimer at the TIR and DD domains. TLR4/MyD88 signaling activates downstream kinases that degrade I κB, which normally sequesters NF-κB in the cytoplasm [24]. Once freed, NF-κB translocates to the nucleus, where it binds κB sites in the promoter region of genes encoding pro-inflammatory cytokines, including IL-6 [37]. In addition, MyD88 signaling activates the mitogen-activated protein kinase (MAPK) cascade [38]. On the other hand, IL-10, a powerful anti-inflammatory cytokine, plays an important role in improving survival in animals challenged with LPS. For example, one study demonstrated that pretreatment with Paeonol (PAE), an anti-inflammatory agent, enhanced serum IL-10 levels in LPS-challenged mice [39]. As Fig. 4A demonstrates, TLR4, MyD88, IL-6, and IL-10 were highly expressed in bovine mastitis tissue. Our results are in agreement with studies showing activation of TLR4.

Taken together, these data suggest that the immune response of Chinese Holstein cattle with mastitis may occur by a MyD88-dependent channel that is mediated by TLR4/ NF-κB. However, further studies are needed to validate and expand upon the current results.

In conclusion, the present study showed differential gene expression of the TLR4/ NF-κB signaling pathway in the mammary tissue of Chinese Holstein cattle with mastitis. Gene-chip microarray indicated that 79 genes were significantly changed compared to normal mammary gland tissue. We also analyzed the KEGG and GO term enrichment of the target genes using the DAVID bioinformatics resource and the Term enrichment tool. These data suggest that the mammary gland secretes cytokines and chemokines in response to gram-negative bacteria via the TLR4/ NF-κB pathway. 

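Chemokine genes stood low as a list on the mastitis array, although most of them were within 2-fold. Of 26 measured, 10 were at least 2-fold lower, 2 at least 2-fold higher and 14 within 2-fold. CXCL2 and CXCL5, which attract neutrophils, were 9.30-fold and 5.89-fold lower, and CCL19, which attracts lymphocytes, was 4.33-fold lower, each from a single probe. The 2 that were higher were CXCL13, which attracts B cells (2.77-fold), and CXCL14 (2.62-fold), each from a single probe. The net signals of CXCL14 were 6796 on the mastitis array and 1583 on the normal array. The list had a median log2 ratio of -0.73, below all of the random lists. Of 18 interleukin and cytokine genes, 2 were at least 2-fold lower and none was at least 2-fold higher. The receptor antagonist gene IL1RN was 2.75-fold lower (SD of the log2 ratio 0.02, 2 probes) and IL33 was 2.45-fold lower on each of 2 probes. Their median was -0.14, at the 67.7 percentile, and 3 more genes of the list were well above background on the normal array alone and 1, IL15, on the mastitis array alone. With the normexp correction CXCL2 and CXCL5 were 2.5-fold and 2.47-fold lower, and CXCL13 and IL33 were within 2-fold. With a net signal of at least 50 the interleukin list was among the lowest 2.5% (2.08 percentile).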

Further studies may help to clarify the molecular mechanism involved in the TLR4/ NF-κB signaling pathway.

## Supporting Information

S1 Appendix The mammary gland of healthy dairy cows (A): the glandular bubble chamber was full of milk and free of hyperplasia and inflammation; the mammary gland of dairy cows with mastitis (B): as arrows showed acinus cavity deformation, or filled with vacuoles of homogeneous exudate mixed with shedding of epithelial and inflammatory cells, H.E×100. The results of milk CMT and SCC number. (DOCX) Click here for additional data file.

# Supplementary material for: Altered Molecular Expression of the TLR4/NF-κB Signaling Pathway in Mammary Tissue of Chinese Holstein Cattle with Mastitis
**Source:** PLoS One. 2015 Feb 23;10(2):e0118458. doi: 10.1371/journal.pone.0118458
**Supplement:** S1 Appendix

**Appendix I**

Tissue sample identification

SCC data were collected at the DHI center in the Jiangsu Province. Table S1 shows that milk sample density for healthy cows ranged from 0 to 10×10^4^ cells/mL, while cows with clinical mastitis had milk sample density values above 100×10^4^ cells/ mL. 

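Somatic cells in milk are mainly leukocytes, and their count rises when the udder is inflamed. The paper's values in Table S1, in units of 10000 cells per mL, had a mean of 128 ± 41.2 (SD, n = 3) in cows with mastitis and 6.30 ± 3.03 (SD, n = 3) in healthy cows, a ratio of 20.3. The lowest cow with mastitis (100.2) was 10.2-fold above the highest healthy cow (9.8). An exact permutation test of the means gave p = 0.10 (two-sided), which is the smallest that 3 cows against 3 allow. The paper used this count, with the CMT and histology, to establish mastitis. The groups were thus bound to separate on it, and the test is no independent check.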

The results of the CMT were consistent with the SCC values. The symbol “-” represents a homogeneous milk sample with good liquidity and a yellow color. The symbols “+” and “++” represent milk that has gelled and is yellow-green in color. The histological assessment showed that the glandular bubble chamber was full of milk and free of hyperplasia and inflammation in the mammary gland of healthy cows (Fig. S1A). The mammary glands of cows with mastitis showed cavity deformation, or were filled with vacuoles of homogeneous exudate mixed with shedding of epithelial and inflammatory cells. In addition, there was acini cell degeneration, atrophy, edema, and interstitial tissue hyperplasia present (Fig. S1B).

**Table S1.** The results of milk CMT and SCC number （×10^4^cells/mL）

| **Healthy Clinical mastitis** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| Number | 1 | 2 | 3 | 4 | 5 | 6 |
| SCC | 9.8 | 4.6 | 4.5 | 175.4 | 100.2 | 108.6 |
| CMT | - | - | - | ++ | + | + |

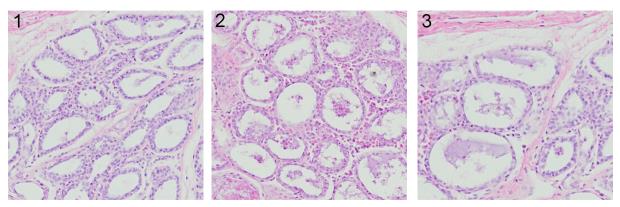

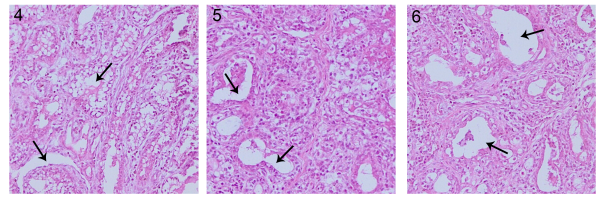

A B

**Figure S1. The mammary gland of healthy dairy cows (A):** the glandular bubble chamber was full of milk and free of hyperplasia and inflammation ; **the mammary gland of dairy cows with mastitis (B):** as arrows showed acinus cavity deformation, or filled with vacuoles of homogeneous exudate mixed with shedding of epithelial and inflammatory cells , H.E×100

How the deposited data were processed for this re-analysis (not part of the article)

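Mammary tissue of Chinese Holstein cows in late lactation was measured on 1 array labelled mastitis and 1 labelled normal. The paper gives 3 cows per group, and its text does not name the cows behind each array. By the paper, the cows with mastitis had received antibiotics and the healthy cows had not, so disease and treatment cannot be separated. The labels name a miRNeasy kit for the RNA and the paper names Trizol. The labels name Agilent Feature Extraction, the paper an Affymetrix chip and its software, and the file headers an Agilent array of design 023647 read with GenePix Pro 6.1. The layout of the files is that of the header.

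The authors deposited, for each spot, the intensity at 532 nm with the mean of the negative controls subtracted, unscaled. They also deposited the percent of saturated pixels, a signal-to-noise score and a flag per spot. The authors' deposited table of log2 values has no stated method. Its columns have medians of 4.34 (mastitis) and 4.29 (normal) and share the quartiles 2.19 and 6.90, which is close to what a quantile normalization leaves. Its scale is log2 and its direction was settled against the scanner files. Its values followed the scanner signal of the next probe in the sorted list, as they would if its rows were displaced by 1 probe. The table serves as an alternative only.

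Both arrays lie on the same slide and come from the same scan, so there is no slide or scan date to compare. Control spots were left out, spots of a probe were averaged, and saturated spots were kept (2 probes on the mastitis array and 4 on the normal array). A probe counted as well above background when its net signal was more than 2.6 SD above the mean of the 153 negative controls (net signals of 7.10 for mastitis and 8.74 for normal) and the spot was not flagged as not found. Each array was divided by its 75th percentile. The design written before the data were examined assumed Feature Extraction files with their own processed signal and background call, and the quantities above are the nearest in GenePix files. The value of a gene is the mean log2 ratio over its probes measured on both arrays. For a gene well above background on 1 array alone, a lower bound of the fold is given, its brightest probe against the higher of the dim probe's own signal and the lowest signal well above background on the dim array. Probes disagreed in sign for 19 of the genes that differed at least 2-fold.

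Probes were named through a RefSeq gene table of the ARS-UCD2.0 assembly, used for names only. Of 43653 probes, 28562 were named by accession, 5113 by symbol and 148 by synonym, 1378 kept the name in the files and 8452 had no gene. The same design fixed 40 gene lists, written from textbook knowledge. A list with at least 5 measured genes is described by its median log2 ratio and the percentile of that median among 10000 random lists of the same size matched on mean expression in 10 bins, which describes these 2 arrays and is no test. A list is called low or high outside the central 95% of random lists. Named genes are those of Table 2 and of the RT-PCR, whose values in the paper had been seen, the 10 highest and 10 lowest unsaturated genes with a symbol, the 5 largest bounds each way, and up to 4 members with the largest ratios per list.

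No test across cows was possible with 1 array per condition. The precision is limited by that number, and the SD over probes (pooled 0.44 on the log2 scale) is technical. In simulated arrays built from the real signals of the mastitis against normal comparison, with 12471 genes, all 100 genes changed 3-fold and all 100 changed 8-fold were recovered, and 0 of 12231 unchanged genes passed 2-fold. The simulation used the noise of replicate spots alone.

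The alternatives fixed with that design were the normexp background correction (limma 3.58.1 in R 4.3.3, offset 50), quantile normalization, scaling by the median, by spike-in probes, by the percentile over probes measured on both arrays or not at all, the deposited table, no filter on dim probes, flagged spots kept, saturated probes left out, the brightest probe, only probes with the accession of Table 2, other fold thresholds, unmatched random lists and the list mean. Alternatives added after the data were seen were the deposited table with its rows moved by 1, a net signal of at least 50 on both arrays, normexp together with quantile normalization, and the deposited table at the probe whose values Table 2 prints. The remaining work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. RT-PCR and western blot values were not analysed here. The values of 2 single genes are not reported here.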

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

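The tests weighed here were chosen after their results had been seen. Of the gene lists outside those the paper discusses, 9 stood apart from random lists and at least 0.5 from the median of all genes on the log2 scale. Those of milk synthesis were low: the median log2 ratio was -3.88 for milk proteins, -1.12 for milk fat synthesis and -1.02 for lactose and secretory function. The unfolded protein response was low as well, at -0.80 (8 of 21 genes at least 2-fold lower, with SDF2L1 4.25-fold and DNAJC3 3.45-fold lower, and SDF2L1 2.80-fold with the normexp correction). The lists of antigen presentation by MHC class II, of monocyte and macrophage markers, of fibroblast and matrix genes, of erythroid markers and of hypoxia and glycolysis were high, at 0.41, 0.43, 0.43, 1.24 and 0.35.

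The lower level of milk genes was weighed first. If the mastitis tissue merely held fewer luminal cells of every kind alike, the luminal markers would be as low as the milk proteins. Their median lay 3.51 above that of the 15 milk protein genes that are not also in the luminal list (bootstrap interval over genes 1.47 to 6.76). This argues against an even loss of luminal cells as the whole cause. A loss confined to milk-secreting cells would leave such a gap too, so the test cannot decide on it. The paper's histology reports degeneration and atrophy of acini. Scaling between the arrays is argued against by a milk protein median of -3.65 with spike-in scaling. Whether the difference goes with disease or with another difference between the cows, such as antibiotics or milk yield, cannot be told apart with 1 array per condition.

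The chemokine and acute phase lists stood low on the array labelled mastitis, with medians of -0.73 and -0.80. Of 26 chemokine genes, 10 were at least 2-fold lower, 2 at least 2-fold higher and 14 within 2-fold. Of 14 acute phase genes, 4 were at least 2-fold lower and 10 within 2-fold. An exchange of the labels of the 2 arrays would turn this direction, and would also make milk genes higher in mastitis. With 1 array per condition it cannot be told apart from a true difference, and the paper's RT-PCR, which reports CD14, TNF and IL1B as lower in mastitis, does not settle it. The paper's histology, with milk-filled glands in healthy cows and atrophy of acini in mastitis, runs the way of the labels. Its western blots report less CD14, MD-2 and NF-kB and more TLR4 protein in mastitis. Its RT-PCR reports more TLR4, MyD88, IL-6 and IL-10, while TLR4, MYD88 and IL10 were within 2-fold on the arrays, at -0.037, -0.47 and -0.43. The measured genes that it reports as lower were also below 0 and within 2-fold: CD14 -0.77, IL1B -0.71, LY96 -0.70, TNF -0.53 and NFKB1 -0.22. The signs of such small ratios depend on the scaling, so they do not settle the labels. A lower share of epithelial cells stays open too: the chemokine median minus that of luminal markers was -0.33 (bootstrap interval -1.10 to 0.29).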

How the results depend on the processing

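No paired analysis was possible because there is 1 array per condition. Signal over background limits what was measured: 3601 genes were well above background on neither array. Spike-in, median and no scaling shift all genes by the same amount, so they cannot change a list's place among all genes and say nothing on its stability. Leaving out saturated probes moved no list median. With normexp, 68 of 137 named log2 ratios moved by at least the pooled SD, 66 of them nearer to 0, and 21 of the 86 named genes at least 2-fold apart were within 2-fold. In the deposited table as it stands each value follows the next probe, so its changes are a matter of its construction. For all other changes below, the cause was not tested. With unmatched random lists the medians are the same and the percentiles differ. The last 4 settings below were chosen after the data were seen.

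Normexp background correction gave the counts 119 genes higher, 429 genes lower, 1 Table 2 down genes 2-fold lower, and list medians relative to all genes of antimicrobial peptides and proteins -0.071, LPS receptor complex and MyD88 branch -0.15, complement 0.29. Quantile normalization gave the counts 450 genes higher, 8 Table 2 up genes above 0, and list medians relative to all genes of NF-kB target genes -0.29. Median scaling gave the counts 432 genes higher, 7 Table 2 up genes above 0. Spike-in scaling gave the counts 552 genes higher, 743 genes lower, 9 Table 2 up genes above 0. No scaling gave the counts 2524 genes higher, 331 genes lower, 1 Table 2 down genes 2-fold lower, 16 Table 2 up genes above 0, 6 Table 2 down genes below 0. The deposited table as it stands gave the counts 1535 genes higher, 6 Table 2 up genes 2-fold higher, 10 Table 2 down genes 2-fold lower, 15 Table 2 up genes above 0, 5 RT-PCR genes 2-fold in the direction of the paper, and list medians relative to all genes of milk proteins -0.026, milk fat synthesis -0.0067, lactose and secretory function 0.15, acute phase proteins -0.19, antimicrobial peptides and proteins -0.050, chemokines 0.16, Toll-like receptor signaling pathway -0.070, MAPK and JNK cascade -0.27, GnRH signaling pathway -0.20, antigen presentation, MHC class II 0.14, complement -0.071, monocyte and macrophage markers -0.27, luminal epithelial markers 0.13, myoepithelial and basal markers -0.33, fibroblast and matrix genes 0.19, endothelial markers 0.090, erythroid markers 0.28, unfolded protein response 0.00, hypoxia and glycolysis 0.23, and log2 ratios of the opposite sign for ACSS2 1.04, ANKRD37 -2.58, B4GALT1 0.47, BID 0.21, BLK -0.26, CIDEA 0.48, COL12A1 -2.34, CSN1S2 0.28, CTSL 0.89, CXCL13 -6.52, CXCL2 0.22, CXCL5 0.30, CXCL8 0.22, CXCR1 0.20, CXCR5 -0.34, DEFB -0.050, DNAJC3 0.11, DUSP10 -0.27, FABP3 0.033, FADS1 0.70, FGFBP1 0.20, FGG 0.37, GALNT15 -3.57, GLYCAM1 0.58, GP2 0.71, GPD1 0.34, HBG -0.010, HBM -7.56, IGFBP1 -0.57, IL1RN 3.94, IL33 4.07, KLK5 0.28, LAP 0.020, LBP 0.098, LDHA -0.33, LEP 0.33, LILRA4 -1.58, LOX -0.17, MMP2 -0.20, MRC1 -2.0, MUC1 0.81, PAEP 0.14, SCD 0.66, SLC16A13 0.090, STAT5B 0.28, TICAM1 0.19, TREX1 0.20, VSIG4 -0.14. No filter on dim probes gave the counts 474 genes higher, 4149 genes lower, 6 Table 2 down genes 2-fold lower, 2 RT-PCR genes 2-fold in the direction of the paper, and list medians relative to all genes of NF-kB target genes -0.62, MAPK and JNK cascade -0.054, complement 0.31, T and NK cell markers 0.38, ribosomal proteins -0.11, and log2 ratios of the opposite sign for CXCR5 -1.08. Flagged spots kept gave list medians relative to all genes of T and NK cell markers 0.19. Brightest probe gave the counts 5 Table 2 down genes 2-fold lower, and list medians relative to all genes of Toll-like receptor signaling pathway -0.12, ribosomal proteins -0.41. Threshold of 1.5 fold gave the counts 971 genes higher, 2688 genes lower. Threshold of 4 fold gave the counts 27 genes higher, 242 genes lower. Random lists not matched on expression gave list medians relative to all genes of antimicrobial peptides and proteins -0.24, Toll-like receptor signaling pathway -0.14, luminal epithelial markers -0.25, ribosomal proteins -0.30. Mean in place of median gave list means relative to the mean of all genes of NF-kB target genes -0.56, GnRH signaling pathway 0.16, complement 0.097, neutrophil markers -0.48, T and NK cell markers 0.20, luminal epithelial markers -0.27, remodelling and involution genes 0.24, adipocyte markers -0.56, keratinocyte and skin markers -0.76. Authors' value table moved by 1 row gave the counts 468 genes higher, 8 Table 2 up genes above 0, and list medians relative to all genes of NF-kB target genes -0.32, luminal epithelial markers -0.24. Net signal of at least 50 gave the counts 530 genes lower, and list medians relative to all genes of antimicrobial peptides and proteins -0.18, interleukins and cytokines -0.43, Toll-like receptor signaling pathway -0.17. Normexp background correction with quantile normalization gave the counts 138 genes higher, 367 genes lower, 0 Table 2 down genes 2-fold lower, and list medians relative to all genes of antimicrobial peptides and proteins -0.050, NF-kB target genes -0.15. Value table as deposited, at the probe the paper prints gave the counts 19 Table 2 up genes 2-fold higher, 29 Table 2 down genes 2-fold lower, 19 Table 2 up genes above 0.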

Differences from the paper's values

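The paper lists 19 genes as up-regulated and 29 as down-regulated at least 2-fold, and 0 and 3 of them were so here. None of the alternatives fixed before the data were examined reached either count. The deposited table at the probe whose values Table 2 prints gave 19 and 29; this setting was chosen after the values had been seen and drops none of the listed genes.

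The paper's log2(m/n) in Table 2 and the log2 ratio here had opposite signs or differed by more than the larger of the gene's own SD over probes and the pooled 0.44 for 38 of the 41 genes compared. For genes listed up these were TICAM2 1.30 in the paper and -0.46 here, PIK3CA 1.33 in the paper and 0.19 here, IL10 1.49 in the paper and -0.43 here, IKBKG 1.66 in the paper and -0.20 here, MAPK11 1.66 in the paper and 0.023 here, IFNAR2 1.77 in the paper and 0.24 here, TLR6 1.78 in the paper and -0.19 here, CASP8 1.81 in the paper and -0.42 here, TAB2 1.81 in the paper and -0.37 here, MAPK8 2.75 in the paper and -0.033 here, MAP2K2 3.47 in the paper and -0.54 here, MYD88 6.23 in the paper and -0.47 here, IRAK1 7.56 in the paper and -0.81 here, TLR4 8.83 in the paper and -0.037 here, TLR7 9.22 in the paper and -0.093 here, IL6ST 1.81 in the paper and 0.28 here.

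For genes listed down they were CD14 -7.47 in the paper and -0.77 here, CXCL11 -6.86 in the paper and -3.23 here, MAPK14 -6.86 in the paper and -0.25 here, TLR3 -5.63 in the paper and 0.37 here, MAP2K3 -5.47 in the paper and -0.15 here, NFKB1 -3.72 in the paper and -0.22 here, MAP2K6 -3.57 in the paper and -0.29 here, TLR8 -3.57 in the paper and -0.58 here, CXCL10 -3.51 in the paper and -0.82 here, IRF5 -3.40 in the paper and 0.23 here, TNF -2.72 in the paper and -0.53 here, AKT1 -2.07 in the paper and -0.010 here, RELA -1.89 in the paper and 0.0090 here, IRF7 -1.82 in the paper and -0.15 here, IKBKE -1.79 in the paper and -1.10 here, NFKBIA -1.74 in the paper and 0.47 here, JUN -1.54 in the paper and -0.33 here, TBK1 -1.45 in the paper and 0.16 here, IL1B -1.29 in the paper and -0.71 here, MAP3K7 -1.29 in the paper and -0.21 here, PIK3CD -1.19 in the paper and -0.20 here, IRF3 -1.04 in the paper and -0.35 here. For MAPK13, FOS and IRAK4 the values did not differ. MAPK13 and IRAK4 did differ with the normexp correction, median or spike-in scaling, no scaling or the deposited table as it stands. MAPK13 also differed with quantile normalization and IRAK4 with the brightest probe. FOS differed without scaling and with the deposited table as it stands. The 2 probes of IRAK4 were at 0.086 and -1.05 (SD 0.80).

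Of the alternatives fixed before the data were examined, the deposited table as it stands came within that SD for PIK3CA 1.33, IL10 1.49, IFNAR2 1.34, MAP2K3 -5.47, TLR8 -3.57, IRF5 -3.39, AKT1 -2.07, IKBKE -1.79, IRF3 -0.66. Without a filter on dim probes this held for IKBKE -1.67, IL1B -1.73, and without scaling for PIK3CA 0.91. The other alternatives fixed then and run for these genes kept the differences. IRAK1 and IL6ST had no value with only the probes of the accession in Table 2, so that alternative covers 36 of the 38. At the probe whose values Table 2 prints, a setting chosen after the values had been seen, the deposited table came within the SD for all 41.

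In Table 2 itself, the printed log2(m/n) differs from the difference of the 2 printed levels by more than 0.01 for 7 genes, IFNAR2 (1.77 printed, 4.37 from the levels), TLR6 (1.78 and 0.84), MAPK8 (2.75 and 2.64), TLR1 (-1.65 and -2.20), JUN (-1.54 and -1.15), TBK1 (-1.45 and -2.47) and MAPK13 (-1.38 and -1.14). In Fig. 5B the paper's bar for MD-2 is at about -1.6, read by eye, and LY96 was at -0.70 here and differed under each alternative that was run for it, which leaves out the one on accessions. Its bar for IL-6 is at about 1.8, read by eye, while the probes of IL6 were not well above background on either array. The paper gives 79 genes of the pathway at P < 0.01, and no p-value can be had from 1 array per condition. It reports genes of the GnRH pathway as higher in healthy tissue, and of 62 measured genes here 3 were at least 2-fold lower in healthy tissue, 2 were at least 2-fold higher there and 57 were within 2-fold. By any amount, 38 of them were higher in healthy tissue and 24 lower, with a list median at the middle of random lists. The counts by any amount depend on the scaling. Their median log2 ratio was -0.14, and spike-in scaling raised all ratios alike (median of all genes 0.08 in place of -0.15). The paper's GO and KEGG analyses took genes of the TLR4/NF-kB pathway, and 9 members of the GnRH list are in Table 2. The paper's result and the counts here therefore cover different sets of genes.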

Other observations

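The lists of macrophage markers and of fibroblast and matrix genes stood high on the mastitis array, each with a median log2 ratio of 0.43. Most of their members were within 2-fold, 14 of 20 and 19 of 26. Of 20 measured monocyte and macrophage markers, 5 were at least 2-fold higher and 1 was at least 2-fold lower. The scavenger receptor gene CD163 was 3.40-fold higher, VSIG4 2.90-fold and the mannose receptor gene MRC1 2.41-fold, while FCGR2B was 3.73-fold lower. The 14 genes of MHC class II were within 2-fold and 11 of them were above 0, with BOLA-DRB3 1.61-fold, BOLA-DRA 1.48-fold and CD74 1.48-fold higher. Of 26 fibroblast and matrix genes, 4 were at least 2-fold higher and 3 were at least 2-fold lower. Among the higher were COL12A1 (3.07-fold), the crosslinking enzyme gene LOX (2.85-fold) and FBLN1 (2.82-fold). Endothelial markers had a median log2 ratio of 0.31 at the 99.7 percentile, with SOX18 3.83-fold higher, and myoepithelial and basal markers one of 0.23 at the 98.8 percentile, with KRT5 1.99-fold higher. Of 6 erythroid markers, 3 were at least 2-fold higher, among them the haemoglobin gene HBM (4.62-fold). Of 22 genes of hypoxia and glycolysis, 4 were at least 2-fold higher, with ANKRD37 3.75-fold and LDHA 2.27-fold. With the normexp correction CD163 (1.51-fold), MRC1 (1.90-fold), LOX (1.84-fold) and ANKRD37 (1.88-fold) were within 2-fold, and HBM was 2.21-fold higher and FCGR2B 2.46-fold lower.

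The remaining lists stood within the central 95% of random lists, except that with the mean the remodelling list (97.6 percentile) and the skin list (0.85 percentile) lay outside it. Their medians were 0.03 for remodelling and involution (IGFBP3 4.00-fold higher, CTSL 6.48-fold lower), -0.11 for interferon-stimulated genes (PSMB9 8.39-fold lower, IFI44L 2.84-fold higher), -0.13 for early response genes, -0.23 for mitochondrial respiration, -0.34 for the cell cycle, -0.22 for reference genes, -0.47 for lymphoid follicle markers and -0.55 for skin markers (TGM3 28.2-fold lower). With normexp CTSL was 2.58-fold and TGM3 11.5-fold lower. Of the muscle markers 4 were measured, too few for a median.

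The values of Table 2 were set against the scanner files, by tests chosen after the values had been seen. All 48 printed pairs were found in the deposited table at a probe of the named gene, 41 with both levels within 0.01 and 7 with 1 of the 2 levels. Across 43652 probes, that table followed the scanner signal of the next probe in the sorted list with a Spearman correlation of 1.00 on both arrays, and that of the probe in its own row with at most 0.10. Wrong probe names in the scanner files are argued against by 2 probes of a gene, which correlated at 0.47 across 10259 genes there and at 0.03 in the deposited table; with its rows moved by 1 the table gave 0.47. A candidate explanation is therefore that the rows of the deposited table, and the values of Table 2 with them, are displaced by 1 probe. For TLR4, the printed log2(m/n) of 8.83 is then that of a probe for CYP1A2 with net signals of 6 and -3, both below background. For NFKB1 the printed value is that of a probe for SLC39A8 (378 on the mastitis array and 2610 on the normal array), and for IRF7 that of a probe for S100A12 (993 and 2122).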
